A study of Homo sapiens with 7 samples.

How the data were processed

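Argonaute (Ago) HITS-CLIP was applied to BCBL-1 and BC-3, established B cell lines from primary effusion lymphoma that carry Kaposi's sarcoma-associated herpesvirus (KSHV). In this assay RNA is crosslinked by ultraviolet light to the proteins bound to it, Ago complexes are immunoprecipitated, and the bound miRNAs and the mRNA fragments they contact are sequenced. Per the labels' protocols, cells received ultraviolet doses of 400 and then 200 mJ/cm2 and an anti-Ago antibody was used. The miRNA part comprised 5 libraries, of which 3 were biological replicates of BC-3 and 2 of BCBL-1. The mRNA part was held as 1 sample per line, which per the labels covered 3 biological replicates. A further BCBL-1 replicate of the miRNA part was not analysed here.

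Each miRNA table listed a raw read count per miRNA and precursor, per the file headers, with no normalization. The version of the miRNA caller, the miRNA database release, adapter trimming and mismatch rules were not stated in the labels or headers. A miRNA made from several precursors was listed on several rows with nearly the same deposited count, which was the case for 130 of 1248 names. The largest count over its rows was therefore used once. The tables listed 25 KSHV and 1223 cellular miRNA names and 0 names of Epstein-Barr virus. One table wrote a KSHV name with other capitals and was harmonised. Library totals, counted once per miRNA, ran from 20501415 to 28295938 reads. These totals make the counting error of abundant miRNAs small, and the differences between replicates were far above it, with a chi-square per degree of freedom of at least 759 for every pair of replicates. No library was therefore treated as a copy of another. Reads carried no molecular identifiers that the tables show, so intervals and floors cover counting error only.

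The cluster lists held chromosome, start, end and strand, with a deposited score of 1 in every row and a running number of no stated meaning. Each line had 1 list of clusters found in at least 2 of 3 replicates and 1 list of clusters found in all 3. The replicate rule is known from the list names and the labels, and the cluster caller, aligner and genome build were not stated. Sequence names were those of the UCSC human build hg19, and positions are given 1-based in the coordinates of the deposited lists. Blank lines of 1 list were skipped. Genes, transcript regions and miRNA seed matches of clusters need a genome and annotation of that build, which were not used here.

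The lines were compared on miRNA counts with the edgeR quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with TMM scaling, the filterByExpr filter, no covariates and Benjamini-Hochberg adjustment at 0.05. Fold changes are log2 of BC-3 over BCBL-1, and abundances in CPM are relative to the miRNA reads of a library, without TMM. The KSHV miRNAs were also tested as a set with camera (limma 3.58.1, preset correlation 0.01) and with fry. The viral share of each library was compared by an exact two-sided permutation test of 3 against 2 libraries, for which 0.1 is the smallest p-value. Library agreement was the correlation across miRNAs of log2(CPM + 1). The log2 ratio of both arms of a precursor within a library was tested with limma, with a pseudocount of 0.5 reads, for precursors with at least 10 reads on average per arm in each line. Clusters were compared with bedtools 2.31.1 and counted as shared at 1 bp of overlap on the same strand. The background was the overlap on the opposite strand and after moving the other list by fixed offsets. Intervals of shares are exact 95% Clopper-Pearson intervals (scipy 1.17.1). With 1 list per line and stringency, cluster comparisons have no replicate test.

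The named miRNAs followed a rule fixed before the data were examined. It took the 10 most abundant of each line, the 10 called KSHV miRNAs with the largest change and the 5 most abundant KSHV miRNAs of each line. It also took the 5 cellular miRNAs with the largest change in each direction among those called. These had no overlap between the libraries of the lines and a mean of at least 50 CPM in 1 line. The rule did not state the scale for the overlap, which was judged after TMM scaling. A fixed list of 13 cellular miRNAs was reported whatever its outcome. Clusters were named as the 5 widest of each list of clusters in all 3 replicates, since the score was constant.

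Alternatives fixed beforehand were scaling by library totals, by DESeq2 size factors, by TMM over cellular miRNAs or by the KSHV total, other low-count filters, the DESeq2 Wald test (DESeq2 1.42.0), limma on log2(CPM + 1), a 2-fold minimum change, a replicate block, leaving out each replicate, and other overlap rules. Counts summed over precursor rows, lettered relatives merged, and the comparison of arm ratios with its settings were chosen after seeing the data. The miRNA test was tested on simulated data for the BC-3 against BCBL-1 comparison. Counts of 416 miRNAs were drawn, 362 passed the filter, and 177 of these had been changed. Of these, 84.1% of the 16-fold changes and 55.1% of the 4-fold changes were recovered, and 1.6% of the calls were unchanged miRNAs. The changed miRNAs and their directions were drawn at random, without the one-sided change of viral miRNAs seen between the lines. The simulation therefore does not give the share of false calls under such a change, where the scaling matters. The overlap step found 600 of 600 shared clusters in made lists of 2000, and the arm test called 10 of 10 shifted precursors among 64. The made arm ratios had the same spread for every precursor and a single size of shift. Real spreads differed widely, with an SD in BC-3 of 0.0689 for hsa-miR-93 and 3.53 for hsa-miR-20a. The 10 of 10 is therefore not the power of the arm test on these data.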

Results

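Ago-bound RNA was profiled in BCBL-1 and BC-3, B cell lines from primary effusion lymphoma that are latently infected with KSHV. The miRNA part held 3 replicate libraries of BC-3 and 2 of BCBL-1. Counted once per miRNA, the BC-3 libraries held 22851192, 20501415 and 21985911 miRNA reads and the BCBL-1 libraries 27834033 and 28295938. Between 358 and 447 of the 1248 listed miRNAs had a read in a library. The mRNA part held lists of clusters recovered with Ago, 1 list per line and stringency, made over 3 replicates. The tables of the BC-3 libraries and those of BCBL-1 carried different dates, and no date held libraries of both lines. A difference between the sets of tables and a difference between the lines cannot be told apart in any miRNA comparison below.

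The first question was how closely replicate libraries agreed. Across the 556 miRNAs with a read in any library, Pearson's correlation of log2(CPM + 1) was 0.987 to 0.989 between BC-3 replicates and 0.979 between the BCBL-1 replicates. Between the lines it was 0.901 to 0.911. Spearman's correlation was 0.887 to 0.900 between BC-3 replicates, 0.895 between BCBL-1 replicates and 0.757 to 0.772 between the lines. These correlations are across miRNAs, which are not independent replicates. With a pseudocount of 10 CPM the lowest Pearson value within a line was 0.987.

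The next comparison asked how much of the Ago-bound miRNA pool was viral. KSHV miRNAs made up 72.8% ± 2.23 (SD, n = 3) of the miRNA reads in BC-3 and 17.6% ± 4.42 (SD, n = 2) in BCBL-1. Single BC-3 libraries lay between 70.9% and 75.3%, and the BCBL-1 libraries at 20.7% and 14.5%. The exact 95% interval of a single library was at most 0.0393 percentage points wide, so that counting error was small beside the difference between replicates. The difference between the lines was 55.2 percentage points, with no overlap of the libraries (exact two-sided permutation test, p = 0.1, the smallest p-value that 3 against 2 libraries allow). Leaving out BCBL-1 replicate 1, the alternative that moved it most upward, gave 58.4 points, and leaving out BCBL-1 replicate 2 gave 52.1 points. The shares themselves depended on how reads listed under several names were counted. With lettered relatives merged they were 76.4% in BC-3 and 22.1% in BCBL-1, each higher by more than its SD given above. With counts summed over precursor rows they were 70.8% and 16.0%.

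**Figure D1:**
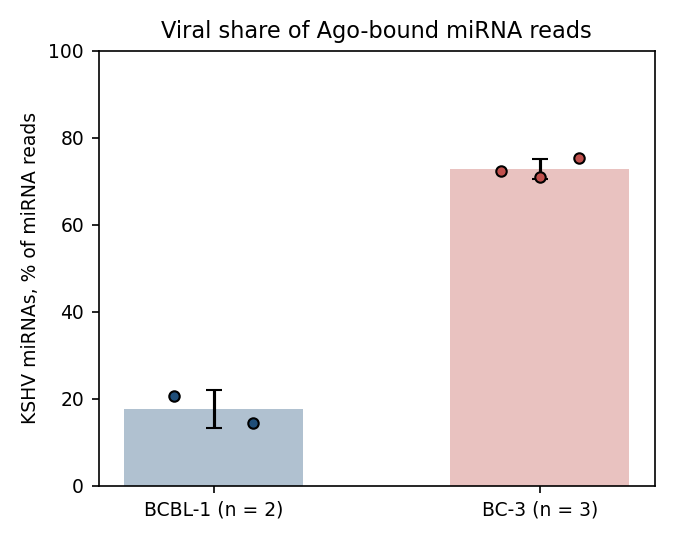
Share of KSHV miRNAs in the miRNA reads of each library (vertical axis, % of miRNA reads). Points are libraries, bars are means and error bars are SD. The 3 BC-3 libraries lie between 70.9% and 75.3% and the 2 BCBL-1 libraries at 14.5% and 20.7%.

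Abundances of single miRNAs were then compared between the lines. Of 416 miRNAs tested, 117 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, 62 of them higher and 55 lower in BC-3. Because the viral share differed so much, the scaling set the balance of these calls. TMM factors were 0.665 to 0.810 in BC-3 and 1.36 to 1.83 in BCBL-1, and the median log2 fold change of all tested miRNAs was -0.058. With library totals alone that median was -1.16, and 173 miRNAs were called, 35 higher and 138 lower in BC-3. Limma on log2(CPM + 1) gave 204 calls, with 40 higher and 164 lower. Scaling by the KSHV total, which was meant for comparing KSHV miRNAs with each other, gave 292, 19 higher and 273 lower.

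Among the KSHV miRNAs, 24 of 25 were called, 22 higher and 2 lower in BC-3, and the number adjusted over the list alone was 24. Their log2 fold changes on the higher side ran from 1.53 to 4.87, with a median of 3.00. kshv-miR-K12-5* was the KSHV miRNA that was not called (log2 fold change 0.78, adjusted p = 0.226). With library totals 18 were called, 16 higher and 2 lower, and kshv-miR-K12-5* changed sign. As a set, the KSHV miRNAs stood 2.54 log2 units above the cellular miRNAs (difference of median log2 fold changes). The p-value of camera in limma, which tests a set across all miRNAs, was 9.59e-10. The set passed 0.05 under fry (p = 0.000382) and under camera with an estimated correlation of 0.130 (p = 0.0397).

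The largest rises among the called KSHV miRNAs were those of kshv-miR-K12-12 (log2 fold change 4.87, SE 0.53), kshv-miR-K12-11* (4.87, SE 0.60) and kshv-miR-K12-3 (4.75, SE 0.34). Their adjusted p-values in edgeR were 3.34e-05, 7.16e-05 and 3.24e-06. kshv-miR-K12-3 had 150252 ± 11119 CPM in BC-3 (SD, n = 3) and 12119 ± 1928 CPM in BCBL-1 (SD, n = 2). Log2 fold changes of 4.35, 4.31, 4.20, 4.19 and 3.76 were found for kshv-miR-K12-8*, kshv-miR-K12-12*, kshv-miR-K12-1*, kshv-miR-K12-1 and kshv-miR-K12-10b. kshv-miR-K12-1* rested on few reads, at 3.39 CPM in BC-3 and 0.431 CPM in BCBL-1, and lost its call without BC-3 replicate 3 (adjusted p = 0.0952, edgeR) and with library totals (adjusted p = 0.130). Without BCBL-1 replicate 1 its log2 fold change was 7.25, and those of kshv-miR-K12-12, kshv-miR-K12-11* and kshv-miR-K12-8* were 5.86, 6.10 and 5.86. In the same order, the log2 fold changes were 3.28, 4.31, 4.23 and 3.62 without BCBL-1 replicate 2.

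In the opposite direction, kshv-miR-K12-9* had 701409 and 391256 reads in the BCBL-1 libraries and 24, 0 and 0 reads in the BC-3 libraries. The lower BCBL-1 library lay 13165-fold above the highest BC-3 library in CPM. For the other arm, kshv-miR-K12-9, the reads were 12126 and 4956 in BCBL-1 against 13, 0 and 0 in BC-3, and the same ratio was 308. Without BC-3 replicate 1 both remaining BC-3 libraries held 0 reads of either arm. A count of 0 allowed up to 0.146 CPM in BC-3 replicate 2 and 0.136 CPM in BC-3 replicate 3. The adjusted p-values in edgeR were 3.34e-06 for kshv-miR-K12-9* and 1.82e-05 for kshv-miR-K12-9.

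**Figure D2:**
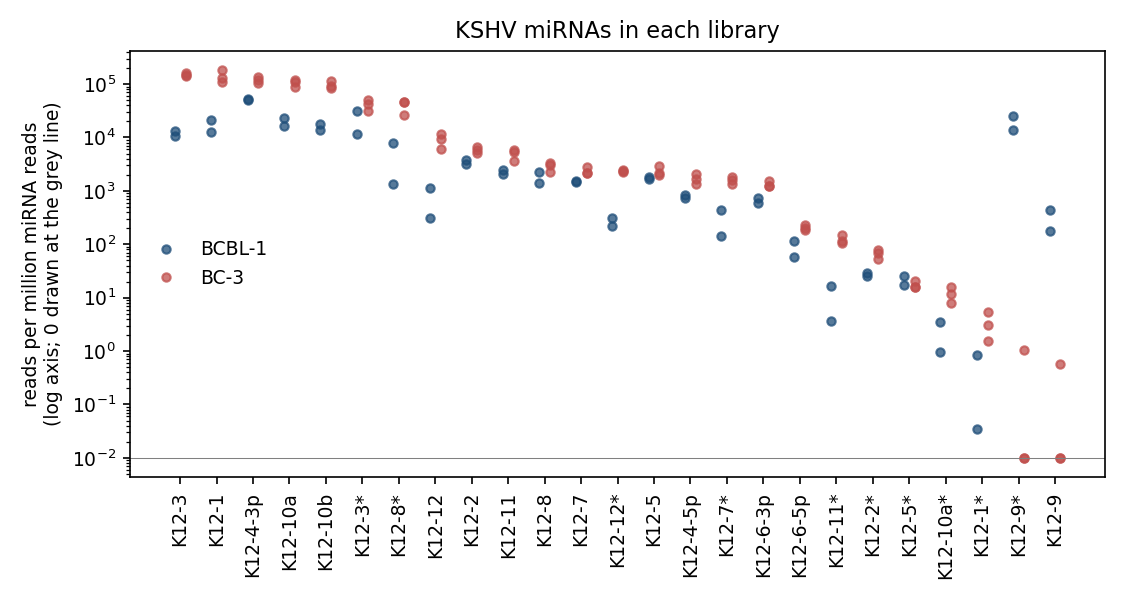
Abundance of each KSHV miRNA in each library (vertical log axis, CPM, with 0 drawn at the grey line), ordered by the BC-3 mean. Points are libraries; kshv-miR-K12-9* and kshv-miR-K12-9 lie far higher in BCBL-1, while 22 of the other KSHV miRNAs were called higher in BC-3 with TMM scaling.

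Within the KSHV miRNAs the order also differed. In BC-3 the 5 most abundant were kshv-miR-K12-3 (20.7% ± 1.89 of KSHV reads), -1 (19.3% ± 5.68), -4-3p (16.3% ± 2.09), -10a (14.5% ± 1.81) and -10b (13.4% ± 1.77), with SD over 3 libraries. In BCBL-1 they were kshv-miR-K12-4-3p (30.3% ± 6.26), -3* (11.5% ± 4.67), -10a (11.2% ± 0.281), -9* (10.9% ± 1.84) and -1 (9.55% ± 1.11), with SD over 2 libraries. The BCBL-1 order rested in part on replicate 1. Without it -3* fell to 8.22% and -10b, at 9.67%, took its place among the 5. In BC-3 the same 5 led whichever replicate was left out, but their order changed. Without BC-3 replicate 1, kshv-miR-K12-1 (21.4%) stood above kshv-miR-K12-3 (21.3%). Without BC-3 replicate 2, kshv-miR-K12-4-3p (17.1%) stood above kshv-miR-K12-1 (16.1%). Together the 5 took 84.1% ± 3.33 and 73.4% ± 1.08 of the KSHV reads. The counts of -10a and -10b can share reads, since the names differ only by letter and the counting rule was not stated. When the KSHV total was the scale, 18 KSHV miRNAs were called, 5 higher and 13 lower in BC-3.

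The most abundant miRNAs of BC-3 were 5 viral ones, in the order of their mean shares given above. They were followed by hsa-miR-30a, hsa-miR-142-3p, kshv-miR-K12-3*, kshv-miR-K12-8* and hsa-miR-21. hsa-miR-30a had 49576 ± 7846 CPM there (SD, n = 3) and was the most abundant in BCBL-1, at 190961 ± 35074 CPM (SD, n = 2). In BCBL-1 it was followed by hsa-miR-30d, hsa-miR-142-3p, kshv-miR-K12-4-3p, hsa-miR-21, hsa-miR-181a, hsa-miR-30e, hsa-miR-19a, hsa-miR-19b and kshv-miR-K12-3*. hsa-miR-19a and hsa-miR-19b can share reads, as their counts were nearly equal in every library. Shared reads cannot be excluded for hsa-miR-30a, hsa-miR-30d and hsa-miR-30e either, since these names differ only by letter and the counting rule was not stated. Of the cellular miRNAs in these lists, hsa-miR-181a (log2 fold change -2.29, adjusted p = 0.000129, edgeR) and hsa-miR-30d (-1.40, adjusted p = 0.00889) were called lower in BC-3. The call of hsa-miR-30d was lost without BC-3 replicate 3 (adjusted p = 0.0824, edgeR), and without BCBL-1 replicate 2 its log2 fold change was -0.92. Over the alternatives with a test, scaling by the KSHV total left out, its adjusted p-value ran from 0.000344 to 0.0824 (edgeR, DESeq2 or limma).

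Cellular miRNAs called higher in BC-3 with the largest changes were hsa-miR-155, hsa-miR-1269, hsa-miR-182, hsa-miR-33a and hsa-miR-484. hsa-miR-155 had 435 ± 63.3 CPM in BC-3 (SD, n = 3) and 3.35 ± 3.06 CPM in BCBL-1 (SD, n = 2), a log2 fold change of 7.98 with SE 0.80 (adjusted p = 1.82e-05, edgeR). Without BCBL-1 replicate 1 or 2 its log2 fold change was 7.33 or 9.82. Its lowest BC-3 library lay 65.9-fold above its higher BCBL-1 library. The log2 fold changes of the others were 4.89, 2.26, 1.91 and 1.42. The libraries of the lines did not overlap after TMM scaling for any of the 5, but overlapped in CPM without TMM for hsa-miR-33a and hsa-miR-484. Judged in CPM without TMM, the naming rule would have left these out. hsa-miR-33a and hsa-miR-484 were not called without BC-3 replicate 3 (adjusted p = 0.0909 and 0.0572, edgeR) or with library totals (0.385 and 0.608). Limma on log2(CPM + 1) did not call them either (adjusted p = 0.179 and 0.513). Without BCBL-1 replicate 1 or 2 the log2 fold change of hsa-miR-33a was 3.05 or 1.30.

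Those called lower with the largest changes were hsa-miR-150, hsa-miR-152, hsa-miR-100, hsa-miR-24 and hsa-miR-99a, with log2 fold changes of -7.36, -4.59, -4.03, -3.71 and -3.55. hsa-miR-150 had 202 ± 40.1 CPM in BCBL-1 and 0.584 ± 0.506 CPM in BC-3 (adjusted p = 3.64e-05, edgeR), from 20, 18 and 0 reads in BC-3. Without BC-3 replicate 3 the log2 fold change of hsa-miR-152 was -5.27, and without BCBL-1 replicate 1 that of hsa-miR-24 was -3.12.

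Of the fixed list of 13 cellular miRNAs, 4 passed 0.05 over all miRNAs tested and 5 when adjusted over the list alone. Besides hsa-miR-155 and hsa-miR-30d these were hsa-miR-20a (log2 fold change 0.90, adjusted p = 0.0438, edgeR), hsa-miR-30c (1.15, adjusted p = 0.0379) and, over the list alone, hsa-miR-30a (-0.89, adjusted p = 0.0385). Without BCBL-1 replicate 2 the log2 fold change of hsa-miR-30a was -0.42. The call of hsa-miR-20a was lost in each fit that left out 1 BC-3 replicate (adjusted p from 0.0799 to 0.124, edgeR). It was also lost with DESeq2 size factors (0.0546), the filter of at least 10 counts in every library (0.0836) and the 2-fold minimum change. That of hsa-miR-30c was lost without BC-3 replicate 2 or 3 (adjusted p = 0.0614 and 0.124, edgeR). The call of hsa-miR-30c was also lost with limma on log2(CPM + 1) (adjusted p = 0.754), library totals (log2 fold change 0.10, adjusted p = 0.821, edgeR), DESeq2 size factors (0.0688) and the filter of at least 10 counts in every library (0.0594). hsa-miR-20a changed sign with library totals (log2 fold change -0.19), as did hsa-miR-21, hsa-miR-17, hsa-miR-92a, hsa-miR-30e and hsa-let-7a. None of the others was called with TMM over all miRNAs. hsa-let-7a was called higher in BC-3 with TMM over cellular miRNAs (log2 fold change 1.00, adjusted p = 0.0453, edgeR). The DESeq2 Wald test also called it higher (0.83, adjusted p = 0.0283). With library totals hsa-miR-30e was called lower in BC-3 (adjusted p = 0.0289, edgeR). hsa-miR-142-3p (-0.70), hsa-miR-16 (-0.081) and hsa-miR-30b (-0.59) were not called with TMM over all miRNAs and the filterByExpr filter either. With library totals these and hsa-miR-30a were called lower in BC-3. Their log2 fold changes were -1.75, -1.17, -1.67 and -1.95 (adjusted p from 0.000512 to 0.00996, edgeR). Limma on log2(CPM + 1) called them lower as well. The filter of at least 10 counts in every library gave lower calls for hsa-miR-142-3p (-0.90, adjusted p = 0.0414, edgeR) and hsa-miR-30a (-1.09, adjusted p = 0.0155). The log2 fold changes of hsa-miR-142-3p, hsa-miR-16 and hsa-miR-30b were -0.27, 0.075 and -0.34 without BCBL-1 replicate 2. They were -0.88, -0.066 and -0.70 without BCBL-1 replicate 1.

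Both arms of a hairpin are counted in the same library, so that their ratio does not depend on scaling. Among 11 KSHV precursors with at least 10 reads on average per arm in each line, 0 had a ratio that differed at an adjusted p-value of 0.05 in limma, and 4 did at an unadjusted p-value of 0.05. The ratio of kshv-miR-K12-3 to kshv-miR-K12-3* had a log2 value of 1.88 ± 0.44 in BC-3 (SD, n = 3) and -0.66 ± 0.74 in BCBL-1 (SD, n = 2). The difference was 2.55 (SE 0.59, adjusted p = 0.166, limma), and the sign was opposite in every library. The ratios of kshv-miR-K12-11, kshv-miR-K12-8 and kshv-miR-K12-7 to their star arms differed by -2.91, -2.87 and -1.98, toward the star arm in BC-3. Their adjusted p-values were 0.191, 0.166 and 0.242 (limma). These differences were -4.11, -3.80 and -2.81 without BCBL-1 replicate 1, and -1.72, -1.95 and -1.15 without BCBL-1 replicate 2. Among 53 cellular precursors, 1 passed, with a log2 ratio of hsa-miR-101 to hsa-miR-101* that differed by -4.31 (adjusted p = 0.0482, limma). Arms were paired by name, so for a miRNA made from several precursors the ratio need not be that of a single hairpin. With at least 100 reads on average per arm, 4 of 9 KSHV precursors passed 0.05.

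**Figure D3:**
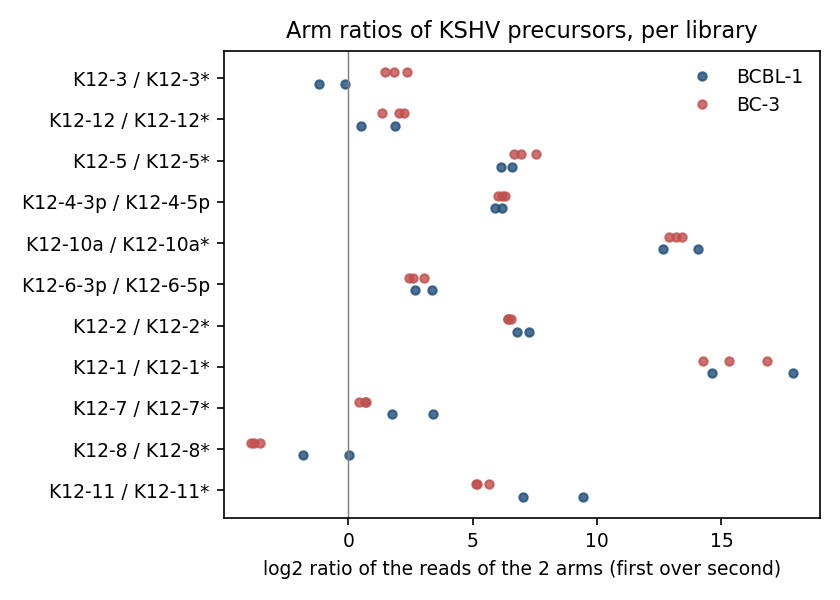
Log2 ratio of the reads of both arms of 11 KSHV precursors (horizontal axis, the first named arm over the second), one point per library. kshv-miR-K12-3 lies above 0 in the 3 BC-3 libraries and below 0 in the 2 BCBL-1 libraries.

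For the mRNA part, the lists held clusters recovered with Ago in each line. They carry no heights and no control, so Ago binding cannot be told apart from abundant RNA recovered without it. BCBL-1 had 15795 clusters in at least 2 of 3 replicates and BC-3 had 14220, a ratio of 1.11. In all 3 replicates there were 5169 and 4018 clusters, a ratio of 1.29, and all of these were also in the longer list. The median width was 71 bp in BCBL-1 (quartiles 52 and 97) and 50 bp in BC-3 (41 and 66), and 95 and 65 bp among clusters in all 3 replicates. The ratio rose to 2.08 when clusters of at least 60 bp, the median width over both lines, were counted. The sequencing depth of the mRNA libraries is not known from the lists.

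The widest clusters in all 3 replicates lay on the mitochondrial sequence and on the unplaced contig GL000220. In BCBL-1 the widest spanned positions 491 to 12795 on the plus strand of M (12305 bp). It was followed by 4 on the plus strand of GL000220, at 114172 to 118434, 158143 to 161802, 108930 to 111234 and 152902 to 155206. In BC-3 there were 4 on the plus strand of GL000220, at 114180 to 116669, 158152 to 160641, 109009 to 111188 and 152981 to 155160. The fifth spanned 534 to 2486 on the plus strand of M.

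The lists were then compared to ask which clusters both lines shared. Of the BCBL-1 clusters in at least 2 replicates, 4948 (31.3%, exact 95% interval 30.6% to 32.1%) overlapped a BC-3 cluster on the same strand. Of the BC-3 clusters, 5253 (36.9%, 36.1% to 37.7%) overlapped one of BCBL-1. On the opposite strand the overlap was 0.298% and 0.429%. With the other list moved by 1000 to 100000 bp it ran from 0.0823% to 3.82% for BCBL-1 and from 0.0914% to 4.81% for BC-3. Requiring that at least 50% of both clusters overlapped, the alternative that moved the shares most, gave 22.8% and 25.3%.

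Clusters found in all 3 replicates of a line were shared more often. In BCBL-1 50.3% of them (48.9% to 51.6%) overlapped a BC-3 cluster, against 22.1% (21.3% to 22.9%) of those found in exactly 2 replicates. In BC-3 the shares were 61.3% (59.8% to 62.8%) and 27.3% (26.5% to 28.2%). The differences were 28.1 and 34.0 percentage points, above the counting error of either share, and have no replicate check.

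**Figure D4:**
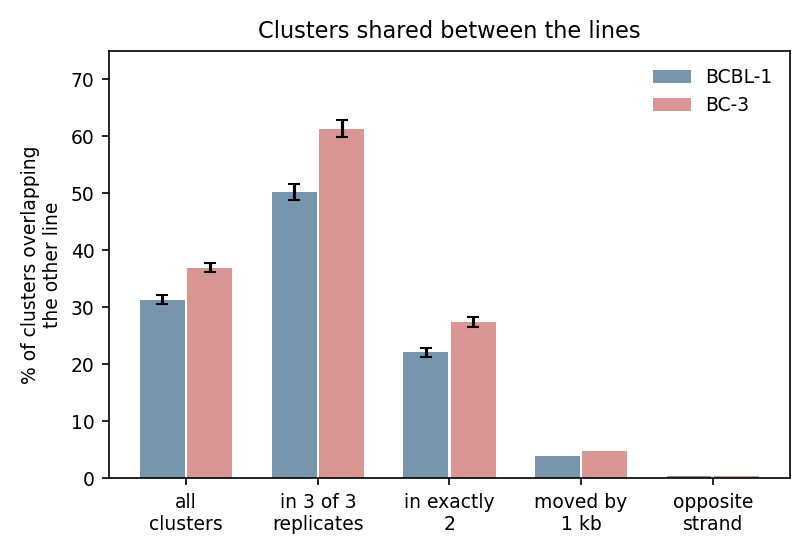
Percentage of clusters of each line that overlap a cluster of the other line on the same strand, with exact 95% intervals. The groups are all clusters, those in 3 of 3 or in exactly 2 replicates, and the overlap with the other list moved by 1 kb or on the opposite strand; the last 2 groups reach at most 4.81%.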

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

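The comparison of arm ratios over all precursors was chosen after seeing the data, and the tests of its explanations after the result was seen. The log2 ratio of kshv-miR-K12-3 to kshv-miR-K12-3* differed by 2.55 between BC-3 and BCBL-1. It stands out because every BC-3 library had more reads of kshv-miR-K12-3 and every BCBL-1 library more of kshv-miR-K12-3*. The difference was not past 0.05 when adjusted over the 64 precursors tested (adjusted p = 0.166, limma). Over the alternatives, all chosen after seeing the data, the adjusted p-value ran from 0.00696 to 0.404 and the difference from 2.03 to 3.07.

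Library scaling cancels in a ratio within a library, and few reads behind 1 of the arms is argued against by the 304359 reads of the weaker arm in its smallest library. Ordinary spread of arm ratios between the 2 sets of libraries stays open. Among 19 cellular precursors with at least 100 reads per arm, 0% shifted by as much, but so few precursors allow up to 17.6% (exact 95% interval), and the largest cellular shift was 1.93. Over all 53 cellular precursors tested, which include arms with fewer reads, 4 (7.55%) shifted by at least as much, those of hsa-miR-101 (-4.31), hsa-miR-25 (-4.07), hsa-miR-33a (2.99) and hsa-miR-26b (2.61). A difference between the 2 sets of library tables cannot be told apart from the lines, since 0 table dates hold libraries of both. A biological difference between the lines or their viruses, for example in the sequence or processing of the hairpin, also stays open and was not tested.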

How the results depend on the processing

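Summed precursor rows, merged lettered relatives and the settings of the arm ratios were chosen after seeing the data. The number of miRNAs that differ ranged from 80 to 173 calls under all alternatives except 2. Limma on log2(CPM + 1) gave 204, 40 higher and 164 lower in BC-3, and scaling by the KSHV total, meant for the KSHV miRNAs alone, 292. The cause was not tested apart from scaling, which limma took from library totals. Library totals gave 173 calls, 35 higher and 138 lower, TMM over cellular miRNAs 121, 73 higher and 48 lower with a median log2 fold change of 0.11, and the DESeq2 Wald test 153, 87 higher and 66 lower. Of the 117 calls with TMM, 90 were also called with library totals, and all 90 had the same direction. The filter of at least 10 counts in every library gave 80 calls of 242 tested, 35 higher and 45 lower, and it leaves out the miRNAs absent from 1 line. Leaving out a BC-3 replicate gave 90 to 125 calls. Leaving out a BCBL-1 replicate leaves 1 library, so no calls were made.

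With a replicate block on replicates 1 and 2 of each line, 95 miRNAs were called, 46 higher and 49 lower, and 24 KSHV miRNAs. Among the named miRNAs, hsa-miR-20a (adjusted p = 0.125, edgeR), hsa-miR-30c (0.0926) and hsa-miR-484 (0.0573) lost their calls. hsa-miR-30a was called lower in BC-3 (log2 fold change -0.85, adjusted p = 0.0493). The replicate numbers are not said to mark a shared batch. The deviations of same-numbered libraries correlated at -0.033 and -0.11 across miRNAs. The deviations of the 2 BCBL-1 libraries mirror each other by construction, so these values cannot exclude a shared batch.

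The number of KSHV miRNAs called was 18 to 24 under every alternative. Its direction reversed when the KSHV total was the scale, with 18 called, 5 higher and 13 lower in BC-3, because that scale removes the change in the viral total by construction. With library totals 6 calls were lost and 0 gained. The filter of at least 10 counts in every library left out kshv-miR-K12-9, -9* and -1*. The difference in viral share stayed between 52.1 and 58.4 percentage points, and the smallest p-value stayed at 0.1 with 5 libraries. The set of KSHV miRNAs passed 0.05 in every alternative with a test (scaling, filter, block, BC-3 replicates left out, summed or merged counts, fry and estimated correlation). Its difference of medians was 2.52 to 2.77 over the fits that each left out 1 replicate, and 2.76 and 2.77 without BCBL-1 replicate 1 or 2. With lettered relatives merged, the 5 most abundant took 88.2% of the KSHV reads in BC-3 and 80.7% in BCBL-1. The lowest correlation within a line was 0.987 with a pseudocount of 10 CPM.

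For the named miRNAs, 578 values were recomputed, of which 492 kept their direction and side of the threshold or, without a test, moved less than their spread. Of the others, 30 became weaker, 14 stronger, 23 moved without a test and 19 reversed. Scaling by the KSHV total entered these numbers for KSHV miRNAs alone, where kshv-miR-K12-3* (-1.02) and kshv-miR-K12-4-3p (-0.90) reversed. For the 25 named cellular miRNAs, left out of these numbers, it changed 12 signs. With library totals, hsa-let-7a (-0.31), hsa-miR-17 (-0.57), hsa-miR-19a (-0.69), hsa-miR-19b (-0.68), hsa-miR-20a (-0.19), hsa-miR-21 (-0.56), hsa-miR-30e (-0.76) and hsa-miR-92a (-0.67) reversed. With limma on log2(CPM + 1) the same 8 had log2 fold changes of -0.21, -0.57, -0.68, -0.67, -0.19, -0.54, -0.75 and -0.70. hsa-miR-16 was at 0.088 with TMM over cellular miRNAs. With library totals the median log2 fold change of all tested miRNAs went from -0.058 to -1.16.

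The ratio of BCBL-1 to BC-3 clusters rose to 1.29 in the lists of all 3 replicates and to 2.08 at or above the common median width. Of BCBL-1 and BC-3 clusters, 30.1% and 35.6% were shared when at least 50% of the shorter cluster overlapped, 22.8% and 25.3% when at least 50% of both did, 29.8% and 34.8% in the wider 50% of each list, and 29.1% and 39.9% in the lists of all 3 replicates. Clusters in all 3 replicates exceeded those in exactly 2 by 17.1 and 29.9 percentage points with 50% of both, and by 25.3 and 28.4 in the wider 50%. The cause of these shifts was not tested. Ignoring the strand, using assembled chromosomes and merging clusters within 10 bp kept the shares within the intervals given for them, and moved the differences by less than the counting error of both shares combined. Annotation of clusters, seed matches and limma on log2(CPM + 0.1), which was meant for normalized values, were not run. The depth of the mRNA libraries is unknown and limits every comparison of cluster numbers.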

Other observations

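The tests in this part were chosen after the result was seen, except those of a single abundant KSHV miRNA, of clusters lying close together and of amplification copies. The higher viral share in BC-3 is argued not to come from reads listed under several names, since with lettered relatives merged the lines still differed by 54.2 percentage points. It does not rest on a single abundant KSHV miRNA either, since without the most abundant one of each library the difference was 54.6 points. Both values are far above the larger SD between replicates, 4.42 points. What stays open is a difference between the 2 sets of library tables, which cannot be told apart from the lines with 0 dates in common, and a difference between the lines, which was not tested further.

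kshv-miR-K12-9 and -9* were nearly absent from BC-3. Lower output of the whole viral miRNA locus is argued against, since 22 of the other 23 KSHV miRNAs were called higher there with TMM scaling. A variant of the BC-3 virus that keeps reads from being matched to the listed sequences may remove both arms at once. The 37 reads of both arms in the BC-3 libraries do not settle this, because the tables hold no read sequences. A BC-3 virus that does not make or process this hairpin stays open as well, untested.

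The 37 reads all came from BC-3 replicate 1, where they may have been carried over from a BCBL-1 library. The star arm had 1.85 reads per read of the main arm there, against 57.8 and 78.9 in the BCBL-1 libraries, which goes against carry-over in proportion. Amplified copies of few molecules would distort such a ratio, so the source of these reads cannot be told apart. Of 4 other miRNAs with at least 100 reads in both BCBL-1 libraries and 0 in BC-3 replicates 2 and 3, 2 had reads in BC-3 replicate 1. None was abundant enough in BCBL-1 to show carry-over at the level of kshv-miR-K12-9.

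KSHV miRNAs of neighbouring hairpins changed by different amounts. For the arms of kshv-miR-K12-1 to -8 and -11 named without a star (the 3p arm of -4 and -6) the log2 fold changes ran from 1.53 to 4.75, with an SD of 1.16 against a median standard error of 0.34. Without kshv-miR-K12-1 and -3 the range was 1.53 to 2.28, which leaves out kshv-miR-K12-8*, at 4.35, the more abundant arm of its hairpin in every library except BCBL-1 replicate 2. One change in the output of a shared viral transcript would move all 9 alike and is therefore argued against as the whole cause. Sequence differences between the viruses, processing, Ago loading, and a recovery of single sequences that differed between the sets of libraries stay open and were not tested. The arm ratios of the 9 KSHV precursors with at least 100 reads per arm were not shown to shift more than those of the 19 cellular ones (exact permutation test of the mean absolute shifts, two-sided, p = 0.0696), and 4 of the 9 lay above the largest cellular shift.

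Few miRNAs had very low counts. Over the 5 libraries 44 values lay at 1 to 3 reads, 59 at 4 to 6 and 78 at 7 to 9. In BC-3, 107 miRNAs had 0 reads in one library and at least 10 in another, against at most 2 in 1000 draws from Poisson sampling. Copies of few molecules made by amplification may give such a pattern. Replicates also differ for other reasons, so the count does not separate amplification from differences between the cultures.

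Chromosomes differed in the ratio of BC-3 to BCBL-1 clusters, from 0.688 on chromosome 8 to 1.18 on chromosome 13 among the 23 sequences with autosomes and X. Several clusters lying close together is argued against as the whole cause. When whole bins of 1 Mb were moved at random between chromosomes, none of 10000 draws gave as large a chi-square as the observed 159 (p = 0.0001, the smallest that these draws can give), and the largest was 106. Differences in chromosome copy number or regional expression between the lines are candidate explanations that were not tested, since no DNA or mRNA levels were used here.

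The higher sharing of clusters found in all replicates is argued not to come wholly from wider clusters overlapping more readily, which accounts for part of it. Within each of 5 width classes of either list, the difference between clusters in all 3 and in exactly 2 replicates was at least 21.2 percentage points, and in 9 of the 10 classes it was below the difference over all widths. Abundant transcripts, which give more reads in every replicate and line, stay open as an explanation and were not tested, since the lists carry no heights.

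The running number of the lists, whose meaning was not stated, went with replicate support at the ends of the lists, but not steadily between them. Among the first 1580 BCBL-1 clusters by number 86.3% were in all 3 replicates and 62.9% were shared with BC-3, and among the first 1422 BC-3 clusters 77.6% and 71.0%. Among the last 1580 and 1422 the shares in all 3 replicates were 7.91% and 9.77%. Between these, the eighth of 10 equal parts of the BC-3 list had 32.7% in all 3 replicates, above the 16.0% to 25.3% of parts 3 to 7. On contig GL000220 the clusters came in pairs of the same width and strand 43972 bp apart, 11 pairs among 30 clusters in BCBL-1 and 14 among 35 in BC-3, and no other distance occurred more than 2 times in either list.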
